A study of Mus musculus with 4 samples. Its data were reported in "RFX transcription factors are essential for hearing in mice" (2015).

How the data were processed

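Cells were sorted by flow cytometry from the cochlear and vestibular epithelia of newborn *Atoh1/nGFP* mice on a C57BL/6 background. HCs carried both the fluorescent protein and CD326, and ENSCs carried CD326 alone. RNA was amplified with the NuGEN Ovation system, and polyadenylated RNA is the molecule named in the labels. The design text speaks of triplicates, but the table analysed here had 1 column per population and no column for single replicates. Groups were taken from the source names of the samples, and columns were matched to samples by title. The columns named for non-HCs were taken as the ENSC samples of the same organ.

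The deposited values are a signal per gene and no longer counts. The authors aligned the first 50 nt of each read to the mm9 mouse genome with TopHat, counted reads per ENSEMBL gene with HTSeq, quantile-normalized the 4 columns and applied a floor of 20. Software versions, the ENSEMBL release and the strand setting are not stated. Genes covered by at least 20 reads were kept. Per the methods the floor followed the normalization. The order of the low values fits a floor set before it (closing section). Every value was a multiple of 0.25, as the mean of 4 whole numbers is, and the sorted values were identical in the 4 columns. Quantile normalization removes differences in depth, in the share of abundant transcripts and in total RNA between libraries, so that an overall shift between cell types cannot be seen. The signal is not divided by gene length, so levels were compared between libraries and not ranked between genes except within the RFX family, where the report gives levels as deposited. Mitochondrial ribosomal RNA made up 14.4% of each column.

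The table was checked before use. Of 12814 gene identifiers, 12799 were found in the gene annotation used here (GENCODE for the NCBIM37 assembly, which is mm9), which gave positions, exonic length and GC content. For 19 genes a spreadsheet had turned the symbol into a number, and 221 genes had no symbol. These took the symbol of the reference where it had one. No gene was at the floor in all libraries and 9783 were above it in all.

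With 1 library per group no test between groups was possible, and no value has a replicate error. For each contrast the log2 ratio of the deposited values was computed with no added pseudocount, and genes with a ratio of at least 3 either way were counted. A ratio of exactly 3 counted as past the threshold. The contrasts were HC against ENSC in each organ, cochlear against vestibular HCs and cochlear against vestibular ENSCs, together with the difference of the HC to ENSC log2 ratios between organs. Similarity of libraries was measured by Pearson and Spearman correlation of log2 values across genes. For gene lists the median log2 ratio was ranked among 10000 random lists of the same size drawn from the other genes in the same 20 bins of mean log2 value. Shares of genes by biotype have Wilson 95% intervals, which cover the number of genes only. True sequencing depth is unknown, so no interval for counting error is given.

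Before the data were examined, these were fixed: the groups, the contrasts, the 3-fold threshold, the gene lists, the alternatives, and the rule for naming genes. The rule names the RFX family, 10 known HC genes, 10 known supporting cell genes, *Slc26a5*, *Ocm*, *Foxj1*, *Insm1* and *Ikzf2*, and for each contrast the 3 protein-coding genes with the largest log2 ratio in each direction among those with a value of at least 200 in the higher library. Genes named in the closing section outside this rule were chosen after their values were seen. The array marker lists, the deafness orthologues and the putative RFX targets came from the study's supplementary lists of gene names, and no values were taken from there.

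The alternatives were floors of 50 and 100, protein-coding genes only, genes with a value of at least 100 in 1 or more libraries, pseudocounts of 20 and 100, centring of each contrast on the median log2 ratio of genes above the floor in both libraries, and thresholds of 2 and 5. For lists, random lists without matching, members above the floor in both libraries, and the share of members past 3-fold were used as well. Added after the data were seen were a threshold strictly above 3, a correction of log2 ratios for their trends on exonic length and then on GC content (local regression over 0.3 of the genes with 2 robust iterations), and a setting that raised every value inside a library's tied range to the top of that range. The top was found as the last value before the median of the genes' highest value in the other libraries collapsed.

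For the closing section, stretches of 50 nt, up to 40 per transcript, were searched in the genome to find transcripts that share reads with other places. Promoters, from 200 nt upstream to 100 nt downstream of the transcription start, were searched for the X-box palindrome GTTGCCATGGCAAC, the site bound by RFX factors, with up to 2 mismatches, and for 20 palindromes made by shuffling the bases of the site. Random lists matched on promoter GC content in 20 bins, and intervals for ratios of shares on the log scale, were added after the data were seen.

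The calculations were tested on simulated data, for the fold calls drawn from the means of the real 12814 genes. With Poisson noise the 3-fold count recovered 100% of 200 genes changed 8-fold, all drawn from genes with a mean of at least 100, and called 0 unchanged genes in either organ. At a dispersion of 0.1 it recovered 98.75% and called 228 and 219 unchanged genes in the cochlea and the vestibular system. At 0.4 these were 85.25%, 2530 and 2516. The list test used log2 ratios drawn as independent normal values and fewer random lists than the main analysis. Of 40 random gene lists of 60 genes, 1 lay above the 97.5 percentile, and all 40 did so when shifted by 1 on the log2 scale. Genes were not correlated in it, so it does not show how the percentiles behave for co-expressed genes. The search for tied ranges found 100% of the simulated genes at 20 reads or fewer in each of the 4 libraries when ties followed the highest count, and 0 ranges above 20 when they were random. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.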

Results

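RNA from sorted inner-ear cells of newborn *Atoh1/nGFP* mice was sequenced to compare hair cells (HCs) with the epithelial cells that surround them. HCs are the mechanosensory cells of the ear, and in these mice a nuclear green fluorescent protein marks them. The surrounding epithelial cells, named ENSCs here after the sample labels, carry the epithelial surface protein CD326 and lack the fluorescent protein. Both populations came from the cochlea, the organ of hearing, and from the vestibular system, the organ of balance. The 4 populations gave 1 library each. No population had a replicate library among the columns analysed here, so no difference below could be set against a replicate spread and no p-values are given.

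The table held 12814 genes, each with a quantile-normalized signal per library. Because of that normalization the sorted signals were identical in the 4 columns. Each column summed to 7830343, had a median of 120 and held 1412 genes at the floor of 20, so the column totals carry no information on sequencing depth. In 3 libraries the lowest signals rose with the gene's highest signal in the other libraries up to 1 point, where this order broke off. In vestibular ENSCs no such rise was found above 20. That point, called the top of the tied range below and taken as 20 in vestibular ENSCs, was 22.75 in cochlear ENSCs, 24.25 in cochlear HCs and 30.5 in vestibular HCs. The genes at or below it numbered 1412 in vestibular ENSCs, 1911 in cochlear ENSCs, 2142 in cochlear HCs and 2695 in vestibular HCs. A signal inside the range did not rank the gene within its library, and folds against such a signal are given as lower bounds computed against the top of the range.

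**Figure D1:**
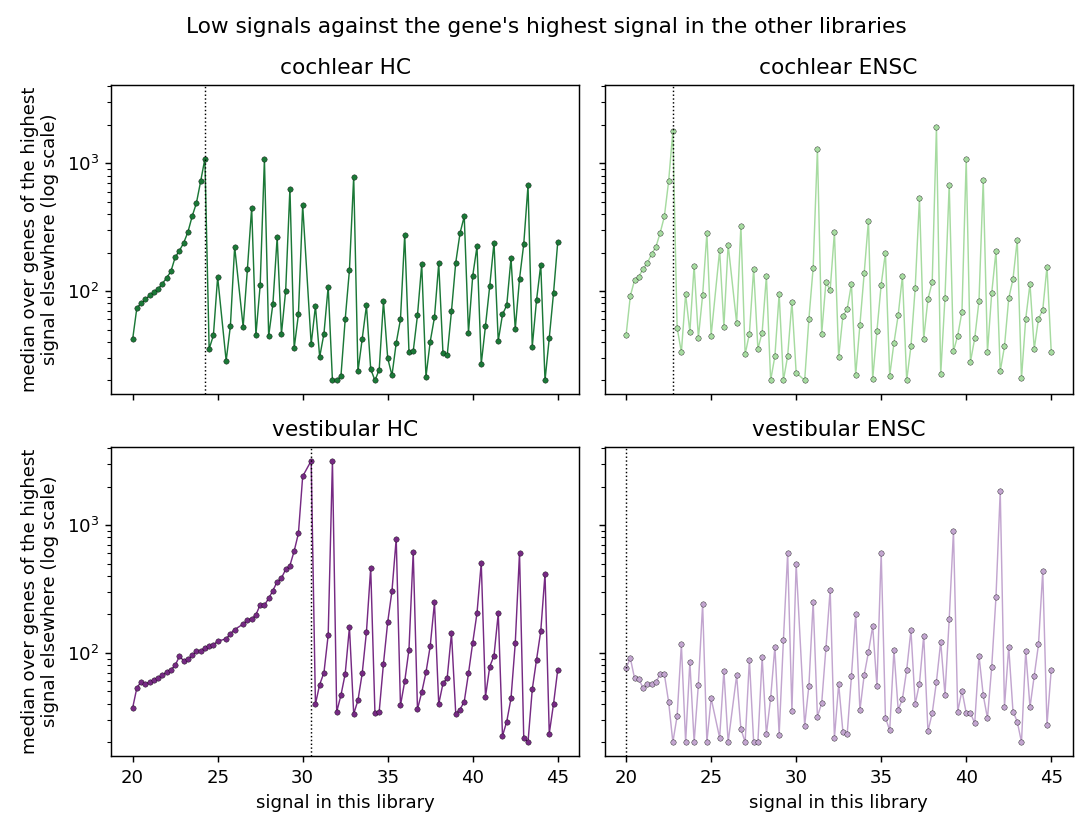
For each library, the horizontal axis gives the normalized signal up to 45 and the vertical axis (log scale) the median, over the genes with that signal, of their highest signal in the other libraries; the dotted line marks the top of the tied range. The rise up to 30.5 in vestibular HCs and its collapse just above were absent in vestibular ENSCs.

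The first question was how far the transcriptomes of the 4 populations resembled each other. Across the 12814 genes, which are not independent replicates, the log2 signals of cochlear and vestibular HCs correlated most closely (Pearson's r = 0.904, Spearman's rho = 0.887), followed by those of cochlear and vestibular ENSCs (r = 0.844, rho = 0.825). HCs and ENSCs of the cochlea were closer to each other (r = 0.815, rho = 0.798) than HCs and ENSCs of the vestibular system (r = 0.709, rho = 0.683). Cochlear ENSCs and vestibular HCs gave r = 0.786 and rho = 0.769, and the lowest value of the 6 pairs was that of cochlear HCs and vestibular ENSCs (r = 0.682, rho = 0.652). Restricting the comparison to genes with a signal of at least 100 in 1 or more libraries moved these values most, to r = 0.524 for the last pair and r = 0.865 for the HC pair, and left their order as it was.

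To find the genes that set HCs apart, the HC signal was divided by the ENSC signal within each organ, and a ratio of at least 3 either way was counted. In the cochlea 1075 genes were higher and 1179 lower in HCs. In the vestibular system 1762 were higher and 1837 lower, so that 3599 genes (28.1%) were at least 3-fold apart, against 2254 (17.6%) in the cochlea. The vestibular number was 1.60 times the cochlear one. With the 3-fold threshold kept, adding 100 to every signal before the logarithm moved these counts most, to 394 higher and 406 lower genes in the cochlea and to 672 and 730 in the vestibular system. A threshold of 2 gave 2110 and 2232 in the cochlea and 3017 and 3142 in the vestibular system. Of the genes called in the vestibular system, 560 of the higher and 678 of the lower ones had their smaller signal inside a tied range. In the cochlea these were 403 and 380 genes. The vestibular log2 ratios fell with the GC content of the gene (Spearman's rho = -0.395 across 10358 genes above the floor in both libraries), whereas the cochlear ones hardly did (rho = -0.0400 across 10722 genes). Correction of the ratios for their trends on exonic length and GC content, chosen after the data were seen, left 1890 higher and 1287 lower genes in the vestibular system. The share of higher genes among the calls was then 59.5%, against 49.0% without correction.

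Either organ or both showed at least 3-fold higher signals in HCs for 2197 genes, of which 2176 had a ratio strictly above 3 in at least 1 organ. For 640 genes this was the case in both organs, where 148 would be shared if the calls of the organs were independent. A further 435 genes passed in the cochlea only and 1122 in the vestibular system only. In the other direction 2419 genes were at least 3-fold lower in HCs in either organ, and 597 in both (169 if independent). The log2 ratios of the 2 organs, which share no library, correlated across genes with r = 0.603 and rho = 0.544.

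Known HC genes, listed before the data were examined, checked the sort. All 10 were at least 3-fold higher in HCs in both organs. *Pou4f3* (ENSMUSG00000024497, chromosome 18, 42554251 to 42555747 in the mm9 mouse genome) had a signal of 2199 in cochlear HCs against 55.25 in cochlear ENSCs. In vestibular HCs its signal was 2489.5, at least 124-fold above vestibular ENSCs. *Atoh1* (ENSMUSG00000073043, chromosome 6, 64679140 to 64681227) stood at 804.5 in cochlear HCs. In vestibular HCs it stood at 503.5, at least 25.175-fold above vestibular ENSCs. *Myo7a* was 1330 in cochlear HCs (log2 ratio 5.60) and 1756 in vestibular HCs, at least 87.8-fold above vestibular ENSCs. *Gfi1* was at least 27.5-fold and 60.9875-fold higher in HCs of the cochlea and the vestibular system, and *Tmc1* at least 14.879-fold and 25.1-fold. In the same order, *Barhl1* was at least 17.7-fold and 7.525-fold higher, *Espn* at least 6.758-fold and 5.65-fold, and *Lhx3* at least 3.48-fold and 5.375-fold. *Myo6* had 29920.25 in cochlear and 21968 in vestibular HCs, and it also reached 1604 and 1287 in the ENSCs of the same organs (log2 ratios 4.22 and 4.09). *Otof* had log2 ratios of 4.72 and 7.55. The calls of *Espn* and *Lhx3* rested on low signals: with the floor raised to 50, *Espn* in the vestibular system and *Lhx3* in both organs were under 3-fold. With the floor raised to 100, *Espn* in the cochlea (log2 ratio 0.62) and *Barhl1* in the vestibular system (0.59) were under it as well.

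Genes of supporting cells, the ENSCs that contact HCs directly, were less uniform. The median log2 ratio of the 10 listed genes was -1.08 in the cochlea and -0.12 in the vestibular system. *Epyc* had a signal of 62028.5 in cochlear ENSCs and 764 in cochlear HCs, a log2 ratio of -6.34, and its vestibular log2 ratio was -2.41. *Tectb* (log2 ratio -2.74), *Otogl* (-2.18) and *Sparcl1* (-1.64) were also at least 3-fold lower in cochlear HCs, and their vestibular log2 ratios were 0.69, -0.24 and 0.03. *Tecta* and *Otog* were also more than 3-fold lower in vestibular HCs (-3.12 and -2.55), and the latter fell under the threshold after length and GC correction (-1.54). *Sox2* went the other way in the vestibular system, with 3961 in HCs and 466 in ENSCs (log2 ratio 3.09), and differed little in the cochlea (0.34). *Lfng* had log2 ratios of 1.01 and 1.46 (the latter 2.73, past 3-fold, after length and GC correction), and *Gata3* of -0.44 in the cochlea. *Hes5* was at the floor in both vestibular libraries and had 30.5 in cochlear HCs and 42.25 in cochlear ENSCs.

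Under the rule fixed before the data were examined, the genes with the largest ratios in each direction were named among protein-coding genes with a signal of at least 200 in the higher library. In the cochlea the genes furthest above ENSCs were *Gad2* (2596 in HCs, 26.75 in ENSCs, log2 ratio 6.60), *Pkhd1l1* (5688 and 66.25, 6.42) and *Kcnmb2* (1895 and 24.75, 6.26). Those furthest below were *Cldn11* (-6.51), *Epyc* (above) and *Ogn* (-6.26). In the vestibular system *Apba1* led with 9076 in HCs and 23.75 in ENSCs (log2 ratio 8.58), followed by *Elmod1*, at least 342-fold higher in HCs, and *Trim36* (8.13). *Lect1* (48.5 in HCs, 6452.5 in ENSCs, log2 ratio -7.06), *Ntn1*, at least 118-fold lower in HCs, and *Aldh1a1* (-6.82) lay at the other end.

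The HC libraries of the 2 organs were then compared directly. Cochlear HCs exceeded vestibular HCs at least 3-fold for 540 genes, and 652 genes were lower, which was 9.30% of all genes. With the smaller signal inside a tied range in 270 and 264 of them, the counts were 418 and 594 when each range was set to its top. *Gata3* (ENSMUSG00000015619, chromosome 2, 9778705 to 9811661), with 3920.5 in cochlear HCs, was at least 128.5-fold above vestibular HCs. *Calb1* had 15030.5 in cochlear and 126 in vestibular HCs (log2 ratio 6.90), and *Lox* 3178 and 31.75 (6.65). The largest ratios towards vestibular HCs were those of *Tll1* (29.25 and 2787, log2 ratio -6.57), *Fmo2* (30.75 and 2336.5, -6.25) and *Pcdh20* (113.5 and 7597, -6.06). *Slc26a5*, which encodes the motor protein of outer hair cells, had 455 in cochlear HCs, at least 14.9-fold above vestibular HCs and at least 20-fold above cochlear ENSCs. *Insm1* was at least 45.2-fold higher in cochlear than in vestibular HCs. *Ocm* was higher in vestibular HCs (533.75) than in cochlear HCs (57.75, log2 ratio -3.21). *Ikzf2* differed little between the HC libraries (300.0 and 266) and was lower than in ENSCs in both organs (log2 ratios -1.74 and -1.43). *Foxj1* had 104.5 in cochlear HCs, at least 4.59-fold above cochlear ENSCs, and 136 in vestibular HCs (log2 ratio against ENSCs 1.51). Raising the floor to 50 took the cochlear *Foxj1* log2 ratio down to 1.06, and length and GC correction took the vestibular one up to 2.94. The same correction brought the vestibular log2 ratio of *Ikzf2* past 3-fold, to -2.21, and that of *Insm1* to 2.02, although both vestibular *Insm1* signals were inside tied ranges.

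Between the ENSC libraries 999 genes were at least 3-fold higher in the cochlea and 1018 lower. These ratios also fell with GC content (rho = -0.453 across 10475 genes), and after length and GC correction the counts were 897 and 681. *Calb1* again had one of the largest ratios (4963 and 53, log2 ratio 6.55), with *Gpr64* (2978 and 33.5, 6.47) and *Spink5*, at least 78.4-fold higher in cochlear ENSCs. *Sfrp5*, at least 134-fold, *Slco2a1* (29 in the cochlea, 2817 in the vestibular system, log2 ratio -6.60) and *Nox3* (34.25 and 2604, -6.25) were lower in cochlear ENSCs.

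Whether the HC to ENSC ratio depended on the organ was asked per gene from the difference of the log2 ratios. Only 52 genes passed 3-fold in opposite directions, 38 with higher signals in vestibular HCs and lower signals in cochlear HCs than in the ENSCs of the same organ, and 14 with the reverse. If the calls of the organs were independent, 162 and 154 would. The largest vestibular minus cochlear differences were those of *Thsd7a*, *Dnahc5* and *Itga4*. *Thsd7a* was at least 47.1-fold lower in cochlear HCs, with a vestibular log2 ratio of 2.31. *Dnahc5* had 88 and 60.5 in the cochlea and 5255 and 21.5 in the vestibular system, HCs first. *Itga4* was at least 37.38-fold lower in cochlear HCs, with a vestibular log2 ratio of 1.89. At the other end stood *Slc14a1*, *Vcan* and *B3galt5*. *Slc14a1* was at least 30.0659-fold higher in cochlear HCs, with a vestibular log2 ratio of -4.81. *Vcan* had 1747 and 147 in the cochlea and 284 and 3198 in the vestibular system. *B3galt5* had 600.5 and 26.75 in the cochlea and was at least 5.2459-fold lower in vestibular HCs.

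**Figure D2:**
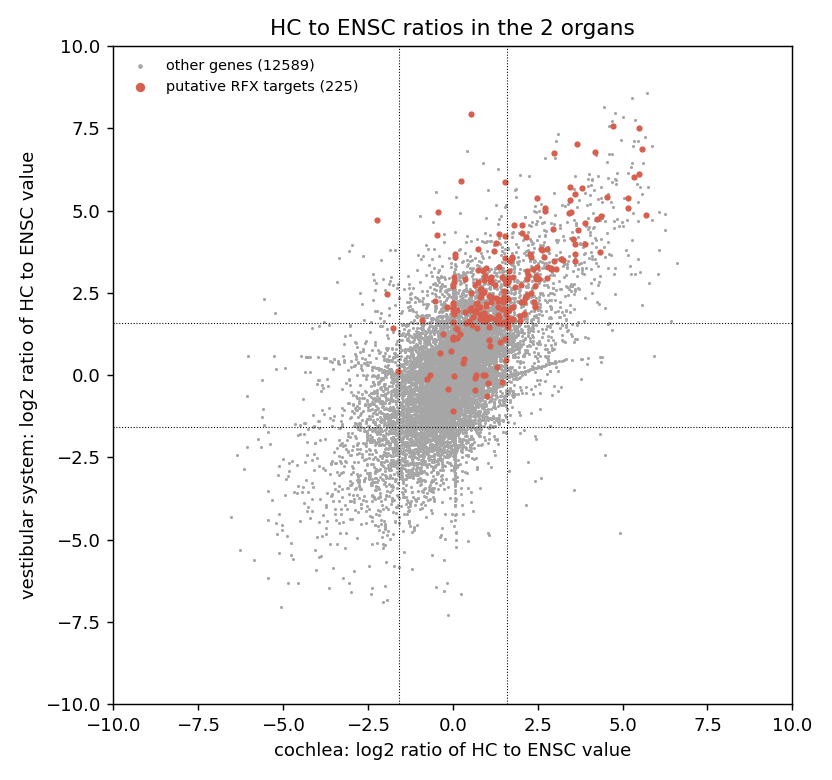
Each point is a gene, placed by the log2 ratio of its HC to its ENSC signal in the cochlea (horizontal) and in the vestibular system (vertical); dotted lines mark ratios of 3 and the 225 putative RFX targets are coloured. The targets lie mostly in the upper part of the plot, with 186 of 225 past 3-fold in the vestibular system and 90 in the cochlea.

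The RFX transcription factors were of interest as putative regulators of HC genes, and 5 members were listed in the table. *Rfx3* (ENSMUSG00000040929, chromosome 19, 27836211 to 28085656) had the highest signal of the family in cochlear HCs (5240.0) and vestibular HCs (7929.5). Its signals in cochlear and vestibular ENSCs were 2668 and 1863. The log2 ratios were 0.97 in the cochlea and 2.09 in the vestibular system, and the latter was the only one of the family past 3-fold. It fell to 1.29, under the threshold, after length and GC correction. *Rfx7* was next in HCs, with 3456 and 3220.0 in cochlear and vestibular HCs against 1754 and 1906 in the ENSCs (log2 ratios 0.98 and 0.76). *Rfx1* was much lower, with 75.5 and 94.75 in cochlear and vestibular HCs and 38.75 and 34.75 in the ENSCs (0.96 and 1.45). *Rfx5* had 144 in cochlear HCs and 56.75 in vestibular HCs, with log2 ratios of 0.70 and -0.24. *Rfx2* was at the floor in both cochlear libraries and had 51.5 in vestibular HCs and 22 in vestibular ENSCs (1.23). After the same correction *Rfx1* and *Rfx2* were past 3-fold in the vestibular system, at 2.74 and 2.41.

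**Figure D3:**
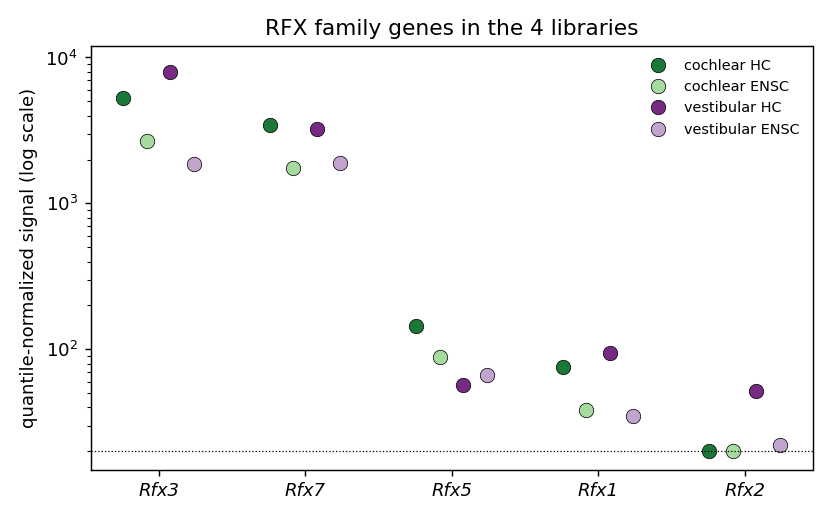
The normalized signal (log scale) of the 5 listed RFX genes, 1 point per library, with the floor of 20 dotted. *Rfx3* and *Rfx7* lie between 1754 and 7929.5 in all 4 libraries, and the signals of the other members stay at or below 144.

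Gene lists were compared with 10000 random lists of the same size and mean signal, as a description of these libraries. The HC marker list came from the study's microarrays, which were hybridized with other samples. Of its 247 entries 180 had a match here, which gave 169 genes. These genes had median log2 ratios of 3.47 in the cochlea and 3.55 in the vestibular system, above all random lists (percentile 100 in both). The geometric mean ratios over all 169 genes were 8.99 in the cochlea and 12.6 in the vestibular system. In either organ 4 of these genes were at least 2-fold lower in HCs, and 166 were at least 2-fold higher. The exceptions to the latter were *Gca*, with signals from 543.5 to 704, *Tomt*, with 33.25 in cochlear HCs and 20 elsewhere, and *Wfdc12*, with at most 23.5. The 33 ENSC markers had medians of -3.49 and -3.29 (percentile 0), and 32 were at least 2-fold lower in HCs in either organ. The exception, *Slk*, was higher in HCs of both organs (log2 ratios 0.92 and 2.49). With each tied range set to its top the HC marker medians were 3.46 and 3.55 and the ENSC marker medians -3.49 and -3.17. The floor of 100 moved the HC marker medians most, to 1.52 and 1.40.

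The 225 putative RFX targets, genes whose promoters carry the RFX binding motif, had median log2 ratios of 1.35 in the cochlea and 2.39 in the vestibular system, with percentile 100 for both. This list was chosen in part on these libraries and is not independent evidence. In the direct comparison of the HC libraries the targets were higher in vestibular HCs (median log2 ratio of cochlear to vestibular HCs -0.49, percentile 0), as were 164 of the 225 genes. Genes called cilium genes here were selected by name prefix alone, with no check that each acts in cilia. Among them were genes of intraflagellar transport, dynein arms, radial spokes and the *Bbs* and *Ttc* families. The medians over all 69 genes were 0.66 in the cochlea and 1.64 in the vestibular system, both at percentile 100. Of these genes 13 were also RFX targets, and over the other 56 the medians were lower, at 0.38 and 1.17.

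Of 70 mouse orthologues of human deafness genes 64 were in the table, and 33 (51.6%) were at least 3-fold higher in HCs in either organ. Matched random lists held a median of 11 such genes and at most 26. The list medians were 0.75 in the cochlea and 0.87 in the vestibular system, both at percentile 100. Over members above the floor in both vestibular libraries the vestibular percentile was 96.8.

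**Figure D4:**
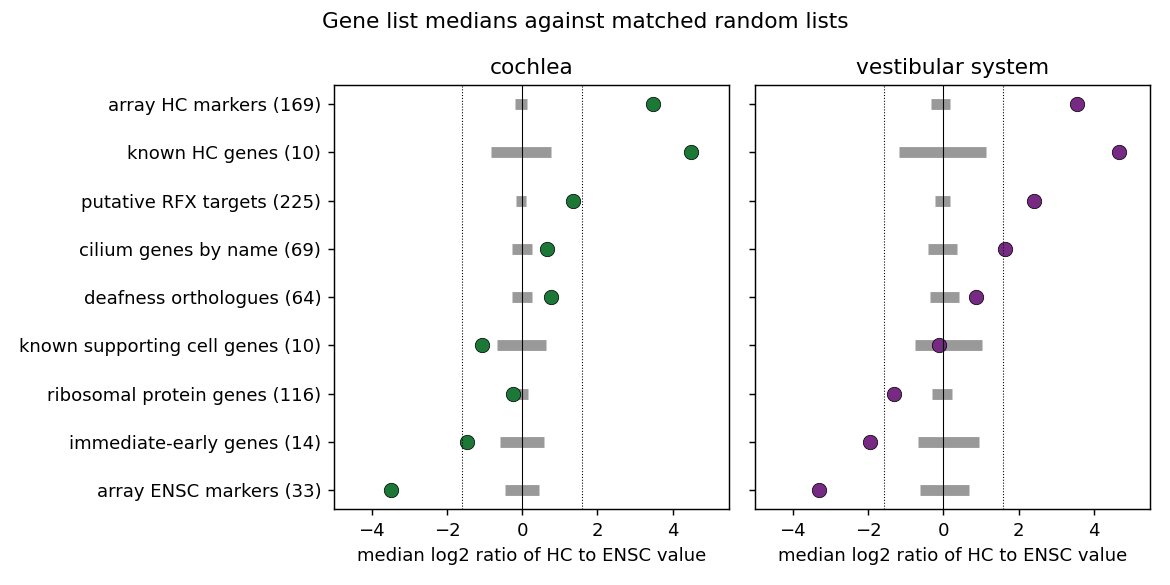
Points give each list's median log2 ratio of HC to ENSC signal in the cochlea (left) and the vestibular system (right), and grey bars span the central 95% of 10000 matched random lists; numbers in brackets count the genes and dotted lines mark ratios of 3. HC markers reach 3.47 and 3.55 and ENSC markers -3.49 and -3.29, while supporting cell genes in the vestibular system (-0.12) lie inside the bar.

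The table also held transcripts that encode no protein. Among 133 lincRNA genes 36 were at least 3-fold higher in HCs in either organ (27.1%, Wilson 95% interval 20.2% to 35.2% over genes), among 99 antisense genes 30 (30.3%, 22.1% to 39.95%), among 11820 protein-coding genes 2001 (16.9%, 16.3% to 17.6%) and among 411 pseudogenes 49 (11.9%, 9.14% to 15.4%). A floor of 100 left 4.51% of lincRNA, 7.07% of antisense and 9.04% of protein-coding genes, so that the order of these shares was not kept. Whether reads were counted by strand is not stated.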

Values the study reported

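The study reported 12,814 mouse genes detected by RNA-seq. It gave 2,176 as the number of genes elevated 3-fold or more in HCs in the auditory or the vestibular system. Among 70 orthologues of deafness genes, 64 were found by RNA-seq and 33 of these reached the 3-fold level. By the study's account 155 of the 158 HC markers from microarrays were enriched 2-fold or more in RNA-seq, on average 10-fold in the cochlea and 14-fold in the vestibular system. For the ENHC markers, named ENSC markers here, the averages it gave were 11.3-fold and 7.5-fold. The number of putative RFX target genes was 225.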

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

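The test of noise beyond counting in this part was chosen only after the result was seen. With 1 library per population the difference between the organs was not tested for any gene. What singled out this result is that genes moved past 3-fold in opposite directions in the 2 organs: 38 genes were higher in vestibular HCs and lower in cochlear HCs than in the ENSCs of the same organ, and 14 genes showed the reverse.

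Simulated libraries with 1 cell type effect common to both organs and Poisson noise gave 0 opposite genes, which argues against counting noise as the whole cause. After correction for exonic length and GC content 80.8% of the opposite genes (42 of 52) were still opposite at 3-fold, which argues against these trends as the whole cause. With every tied range set to its top 50 of the 52 remained, and 29 were above the tied range in all 4 libraries. Noise between libraries beyond counting and a real difference cannot be told apart without replicates. At a simulated dispersion of 0.2, which put 1076 unchanged genes past 3-fold in the cochlea against 1192 genes past it between the real HC libraries, 31 opposite genes appeared (17 and 14). Noise of this size could therefore account for a large part of the 52 genes. At a dispersion of 0.3, 1843 unchanged genes were past 3-fold in the cochlea, against 2017 between the real ENSC libraries. There 101 opposite genes appeared (52 and 49), so noise sized on the ENSC pair could account for as many as were observed. The simulated directions were nearly balanced and the observed ones were not. A difference between the organs, which the design names, stays open and untested, as does a difference in which ENSC types were sorted.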

How the results depend on the processing

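Correction for exonic length and GC content, the threshold strictly above 3 and the setting with tied ranges at their top were chosen after the data were seen. No list median changed sign under the alternatives run for it, nor did the log2 ratios of named genes, with 1 exception. Between the ENSC libraries that of *Rfx2* was -0.14 as deposited and 0.05 with tied ranges at their top. Orders between counts and between shares did change. The vestibular system had fewer higher than lower genes as deposited and more after length and GC correction (1890 and 1287), with tied ranges at their top (1762 and 1638), with log2(signal + 20) (1303 and 1297), with centring (1869 and 1714) and at a ratio of 5. In the cochlea this order turned after length and GC correction (1121 and 1109) and at a ratio of 5, and between the HC libraries at a ratio of 2. Between the ENSC libraries it turned after length and GC correction (897 and 681), with tied ranges at their top (999 and 977), among protein-coding genes (902 and 892) and among genes with a signal of at least 100 in 1 or more libraries (879 and 859). The lincRNA and antisense shares were above the protein-coding one as deposited and below it with either raised floor. Among the alternatives for the counts, lists, shares, correlations and RFX genes 375 values stayed on their side of the threshold or within their range, 90 moved, 7 became weaker and 4 stronger. For single genes named outside the RFX family 481 values stayed on their side of the 3-fold threshold, 19 became weaker and 4 stronger. Except where its construction shows it, the cause was not tested. No paired analysis was possible because each population had 1 library.

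Higher floors and added pseudocounts shrink ratios that rest on low signals by construction, and other thresholds change counts by construction. In the pairs below higher genes come first.

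With the floor raised to 50, the HC libraries differed for 295 and 392 genes, the opposite genes were 22 (vestibular higher) and 9 (cochlear higher), and the shares higher in HCs were 12.4% of protein-coding, 12.03% of lincRNA, 12.1% of antisense genes and 5.84% of pseudogenes. With the floor raised to 100, the counts were 522 and 565 in the cochlea, 901 and 971 in the vestibular system, 189 and 244 between the HC libraries, 450 and 517 between the ENSC libraries, 1117 and 1252 in either organ, 306 and 284 in both, and 10 and 5 opposite genes. The HC marker medians were then 1.52 in the cochlea and 1.40 in the vestibular system, the vestibular ENSC marker median -1.54, and the shares 9.04%, 4.51%, 7.07% and 4.38% in the order given above.

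Restricted to genes with a signal of at least 100 in 1 or more libraries, the vestibular median of the deafness orthologues rose to 1.79, and the shares were 19.9%, 45.6%, 53.1% and 16.3%. With log2(signal + 20) the HC libraries differed for 294 and 396 genes, 656 genes were higher in cochlear than in vestibular ENSCs, 394 were lower in HCs of both organs, 23 and 7 were opposite, and the shares were 12.7%, 14.3%, 15.2% and 6.33%. With log2(signal + 100) the counts were 394 and 406 in the cochlea, 672 and 730 in the vestibular system, 115 and 163 between the HC libraries, 298 and 361 between the ENSC libraries, 827 and 947 in either organ, 239 and 189 in both, and 3 and 3 opposite genes. The vestibular medians were then 1.54 for the HC markers and 1.48 for the RFX targets.

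At a ratio of at least 2 the counts were 2110 and 2232 in the cochlea, 3017 and 3142 in the vestibular system, 1347 and 1343 between the HC libraries, 2213 and 2213 between the ENSC libraries, 3882 and 4097 in either organ, 1245 and 1277 in both, and 137 and 80 opposite genes, with shares of 29.7%, 51.9%, 54.5% and 24.8%. At a ratio of at least 5 they were 584 and 511 in the cochlea, 942 and 874 in the vestibular system, 166 and 273 between the HC libraries, 393 and 411 between the ENSC libraries, 1162 and 1161 in either organ, 364 and 224 in both, and 8 and 5 opposite genes, with shares of 9.095%, 12.03%, 13.1% and 4.62%.

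After length and GC correction the vestibular median of the deafness orthologues was 1.73, and the vestibular log2 ratio of *Rfx3* was 1.29, that of *Rfx1* 2.74 and that of *Rfx2* 2.41. Over members above the floor in both libraries the vestibular percentile of the deafness orthologues was 96.8. Depth is unknown. From 1412 to 2695 genes per library were in the tied range, and whether depth or the number of expressed genes sets this was not tested.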

Other observations

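Chosen only after the results were seen were the tests of HC RNA and of selection for the RFX targets, of triplicates, of the tied ranges, of GC dependence, and of promoter GC content and pooled palindromes for the X-box.

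More genes passed 3-fold in the vestibular than in the cochlear comparison, by a factor of 1.60. After length and GC correction the factor was 1.42. Carried-over HC RNA in cochlear ENSCs was taken as 3.21% of the HC signal, the median over 19 HC markers. This assumes that ENSCs do not express these markers. After removal of that share from the cochlear ENSC signals the factor was 1.51. The vestibular share by the same estimate (1.20%) was not removed. Among the 2993 genes with a mean signal of at least 500 the factor was 1.52 (860 against 565 genes). Each factor argues against the explanation it tested as the whole cause. A difference between the organs and one between single libraries stay open, since there are no replicates.

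The log2 ratios that involve vestibular ENSCs fell with GC content, with rho = -0.453 between the ENSC libraries and -0.395 within the vestibular system, against -0.0400 and 0.0215 in the other comparisons. This is what a GC dependence of the vestibular ENSC library would give. Among genes with a mean signal of at least 500 the correlation between the ENSC libraries was -0.412, which argues against noise of low signals. The dependence may come from library preparation or from the genes that these cells express, and 1 library cannot separate them.

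The low signals of 3 libraries rose with the gene's highest signal elsewhere. In the vestibular HC range this rank correlation was 0.980 (0.9795), as it would be if counts of 20 or fewer were set equal before the normalization and then ordered by the gene's highest count. Genes within 1 unit above the range had a median highest signal of 69.4 (69.375), against 1002 in its last unit. The range was ended at such a fall and kept only if its rank correlation was high. The fall and the correlation thus follow in part from that choice. They do not test RNA carried over from the cells of the other libraries. Over the 690 genes in the 10 units above the range the rank correlation was 0.131, so the order did not continue there. All values (100%) were multiples of 0.25, which argues against means of whole counts over triplicates, which would leave other fractions.

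The RFX targets exceeded ENSCs more in the vestibular system than in the cochlea, by 1.04 between the median log2 ratios. Their level in vestibular over cochlear HCs lay at percentile 100 of random lists, which HC RNA in cochlear ENSCs would not give. The excess was 1.12 (1.1155) after length and GC correction. For 56 cilium genes outside the target list the median organ difference was 0.53, at percentile 99.6 (99.64). An excess was thus also found in genes picked by name alone. How much of the targets' own excess came from their selection on these libraries cannot be told. The cilium genes are other genes, and no random list was matched on the HC to ENSC ratio. The organ difference of 0.53 also depends on the ENSC libraries and is not a comparison of HC levels alone. Here the hypothesis that cilium genes exceed ENSCs more in the vestibular system was found and tested on the same data. From its microarrays the study had reported an enrichment of cilium-related genes in its cluster of vestibular HC genes.

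Promoters of genes higher in HCs carried an X-box in 56 of 2000 cases (2.80%) and those of other genes in 100 of 9818 (1.02%), a ratio of 2.75. Genes higher in the cochlea alone showed no such excess, with 3 of 388 promoters (0.773%), against 3.17% for genes higher in the vestibular system alone and 3.49% for genes higher in both. The 9818 other genes were not uniform. Those lower in HCs in either organ carried an X-box in 8 of 2234 promoters (0.358%), and the rest in 92 of 7584 (1.21%). The lower genes therefore added to the ratio of 2.75. The outcome written beforehand against promoter composition, a ratio above that of every shuffled palindrome, was not met: 2 of 20 were larger, each on few promoters, and no shuffled palindrome occurred in more than 8 promoters of the higher genes. Pooled over the 20 palindromes the ratio was 1.17 (95% interval 0.862 to 1.59), below the interval of the X-box (1.99 to 3.80). Random lists matched on promoter GC content held a median of 20 and at most 36 promoters with an X-box, which put the observed number at percentile 100. These values argue against promoter composition and GC content as the whole cause. That RFX factors act on some of these promoters in HCs stays a hypothesis here, since these libraries do not measure binding. The study did measure RFX binding, by chromatin immunoprecipitation in mouse Min6 beta cells, which are not HCs. It reported that many promoters of its putative targets were bound there.

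*Gapdh* had at most 33 in any library. Of its 50-nt stretches 87.2% (34 of 39) occurred more than once in the genome, against a median of 0% over 11697 other protein-coding genes. Reads shared with pseudogenes are a candidate cause. No biological explanation was tested.

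Genes picked by ribosomal protein name prefix were lower in vestibular HCs than in ENSCs (median -1.31 over 116 genes, -0.24 in the cochlea). Of the 116 genes 88 were protein-coding with transcript stretches to search. After length and GC correction the vestibular median over the 116 was -0.82. It was -0.90 over the 22 of the 88 genes with under 20% repeated stretches, so neither explained all of it. Part of the fall went with the correction. Immediate-early genes, which respond to dissociation, had medians of -1.47 in the cochlea and -1.96 in the vestibular system. Correction left -1.28 in the cochlea and -0.87 in the vestibular system. A difference in stress during sorting was not tested.

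Other lists were computed. Medians in the cochlea and the vestibular system were 4.47 and 4.65 for the known HC genes, 4.60 and 6.71 for 5 neuronal genes, -3.33 and -3.11 for 7 mesenchymal genes, -1.99 and -3.49 for 8 epithelial genes, -0.22 and -1.32 for 10 housekeeping genes, -0.15 and -1.16 for 6 proliferation genes, 0.40 and 0.87 for 4 Y-linked genes, and 0.03 and 0.00 for 13 mitochondrial genes. *Xist*, from 15030.5 to 37323.75, and Y-linked genes were present in all 4 libraries.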
